A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "The Swi-Snf chromatin remodeling complex mediates gene repression through metabolic control" (2023).

How the data were processed

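RNA sequencing libraries were analysed from 6 samples of the Saccharomyces cerevisiae strain HHY221, 3 wild type and 3 snf2Δ, grown in YPD at 30 °C to log phase (OD600 of about 0.4 to 0.8 per the labels). Groups and replicate numbers were taken from the labels. The labels describe hot phenol extraction and poly(A) enrichment of the RNA before library preparation, whereas the study's methods name a column kit (Qiagen RNeasy) for sequenced samples and hot phenol for RT-qPCR, so how the RNA was extracted is not settled. Per the submitters' processing notes, reads were handled with bcl2fastq 2.18, STAR 2.7.3a and RSEM 1.3.0, with sacCer3 as the genome build. The authors deposited raw counts of reads per annotated feature, whole numbers that were not normalized, with 1 column per library, and replicates were not pooled. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping genes on opposite strands may not be separated, and reads that match several genes may be dropped or split.

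Of 7127 features, 6047 matched a gene of the RefSeq annotation of the R64 assembly, the release on which sacCer3 is based, and took their names, positions, lengths and GC content from it. The 1080 others kept their identifiers. They stayed in the tests of single genes but not in those of position. Total counts were 4134546 to 6708036 per library. The floor, the level that a count of 0 allows, was set at 3 counts per library and covers counting error only. Features of the mitochondrial genome and ribosomal RNA took at most 0.00099% and 0.00148% of the counts of a library.

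Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr with default settings, libraries were scaled by TMM, and snf2Δ was compared with wild type by the quasi-likelihood F test (glmQLFit and glmQLFTest) with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene rose or fell only where its adjusted p was under 0.05. A second count added the requirement of a log2 fold change above 2 in size. The standard error of a log2 fold change was its size divided by the square root of F. SNF2 was left out of all counts of genes. Levels are CPM scaled by TMM.

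A set of 27 gene lists (pathways, complexes and markers of the cell types of yeast) was written from general knowledge. The lists were tested on log2 CPM with camera from limma 3.58.1, with a preset correlation of 0.01 between members and again with the correlation estimated, and with fry, each adjusted over the lists. Members were also counted by the edgeR test over all genes and adjusted over the list alone. Of all list members, only FLO8 was missing from the table. Genes named in the text were the Swi-Snf subunits; genes the study followed; the 12 largest rises and 12 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM over the 6 libraries and no overlap between the genotypes; up to 4 members with the smallest adjusted p of each list and any member of lists of 12 or fewer; and 2 genes on each side of SNF2. The loci altered in the parent strain were fixed beforehand as a separate check, and HXT6 is named only as a copy of HXT7. MET10, SUL2, BAT2, GCN4, HSP104, PHO89, HXT1, HXT9 and PGK1, and the genes first named in the closing section, lie outside this rule and were chosen after their values were seen. The groups, these 27 lists, their tests and the naming rule were fixed before the data were examined. The gene lists and several tests of the closing section were chosen afterwards, as stated there.

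The distance of genes to chromosome ends was tested with a window of 30 kb by 100000 permutations of calls over genes. Named genes were searched against all annotated genes with BLAST 2.17.0, and copies of at least 95% identity over at least 50% of the gene were reported as uncertain. The alternatives were other scalings (DESeq2 size factors, total counts, upper quartile), no filter and a filter of at least 10 CPM in at least 3 libraries, the DESeq2 1.42.0 Wald test with its own scaling and filter, limma-voom, the older quasi-likelihood fit, the replicate number as a block, a correction for GC content and length by a loess offset per library, both together, protein-coding genes only, and each library left out in turn.

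The procedure was tested on simulated data, 5 sets of counts for 5642 genes drawn from the means and library sizes of this comparison, with 200 genes changed in each. The edgeR test recovered 47.8% of genes changed 1.5-fold, 91.0% of those changed 2-fold and 98.8% of those changed 4-fold, and called 0.126% of the unchanged genes. Apart from the 200 genes, only the 50 of a shifted list were changed, whereas in the data 34.4% of genes tested passed. The Benjamini-Hochberg threshold depends on that share, so these rates need not hold in the data. Camera called a list of 50 genes shifted by 0.5 on the log2 scale in 5 of 5 sets, with the preset and with the estimated correlation. Genes were drawn independently in these sets, whereas in the data the estimated correlation was 0.58 for sulfate assimilation and methionine synthesis. The simulated lists therefore cannot tell how either setting performs where members are correlated. No library was a repeat of another within sampling noise: the lowest chi-square per degree of freedom between libraries was 5.67.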

Results

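Poly(A)-selected RNA from the budding yeast Saccharomyces cerevisiae was sequenced in 6 samples of 2 genotypes: 3 wild-type samples and 3 snf2Δ samples. SNF2 encodes the ATPase of Swi-Snf, a complex that moves and evicts nucleosomes. Both genotypes were in the strain HHY221, a parent strain for anchor-away experiments, in which a tagged protein is carried out of the nucleus when rapamycin is added. The samples used here came from log-phase cultures in the rich medium YPD without rapamycin. The deposited table held whole read counts for 7127 annotated features. The 3 wild-type libraries held 4730440, 4627141 and 6708036 counts, and the 3 snf2Δ libraries held 4134546, 4667287 and 4179794. At these depths a count of 0 allows a level of up to 0.447 to 0.726 CPM (read counts scaled to a common library size), as far as counting error alone is concerned. The labels number the samples of each genotype but do not say that they were grown as separate cultures, so the p-values measure only the spread between these samples. Wild-type replicate 3, the deepest library, lay apart from the other wild-type libraries on the second principal component (9.98% of the variance), whereas the first component (76.5%) parted the genotypes.

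SNF2, the deleted gene, was checked first. It (YOR290C, chromosome XV of sacCer3, 855147 to 860258) had 363, 298 and 365 counts in the wild-type libraries and 6, 9 and 7 in the snf2Δ libraries. Its mean level was 64.8 ± 8.92 CPM in wild type and 1.70 ± 0.297 CPM in snf2Δ (SD, n = 3 each), which was 2.62% of wild type. FPR1, which the anchor-away parent lacks, had 0 counts in all 6 libraries. The other loci known to be altered in this parent gave transcripts in both genotypes. URA3 rose in snf2Δ from 132 ± 13.6 to 302 ± 28.0 CPM and HIS3 rose from 21.6 ± 3.55 to 40.7 ± 7.14 CPM (SD, n = 3; log2 fold change 0.92, and 0.61 with a GC and length correction), while TOR1, RPL13A, LEU2, ADE2, TRP1 and CAN1 did not pass the test. Without wild-type replicate 3 ADE2 passed (adjusted p = 0.0415, in a range up to 0.765 over all alternatives), and TOR1 passed under upper quartile scaling and both GC and length corrections.

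The comparison of the genotypes asked which transcripts change when Swi-Snf lacks its ATPase in rich medium, with the sulfur metabolism genes as the particular concern of the study. In snf2Δ cells, most genes tested of methionine and other amino acid synthesis rose, and most of the stress response and of daughter-cell separation fell. Genes of hexose transport and phosphate starvation moved both ways by number, while the summed level of the hexose list fell to a ratio of 0.267. MET17, which joins sulfide to O-acetylhomoserine, rose 10.4-fold (log2 fold change 3.38 ± 0.20, SE, n = 3 each), and ARG3, the ornithine carbamoyltransferase of arginine synthesis, rose 11.9-fold (3.57 ± 0.17). YHB1, which encodes a nitric oxide-detoxifying flavohemoglobin, was 33.4-fold lower (−5.06 ± 0.18), and the stress protein gene HSP30 fell by 5.52 ± 0.19 on the log2 scale. Of 5641 genes tested, 1942 passed the edgeR quasi-likelihood test at an adjusted p of 0.05, of which 939 rose and 1003 fell. These were 16.6% and 17.8% of genes tested, shares that the counts in some gene lists below do not exceed. With upper quartile scaling in place of TMM, 1204 rose and 808 fell. With a log2 fold change above 2 in size as well, 159 genes passed, of which 60 rose and 99 fell. The rises depended on the filter, with 93 when no gene was removed and 35 with genes under 10 CPM left out, beside 109 and 91 falls. The levels of 2626 genes (46.6%) did not overlap between the genotypes, against 10% by chance for 3 libraries against 3. Without wild-type replicate 3 the number of genes that passed was 2495.

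**Figure D1:**
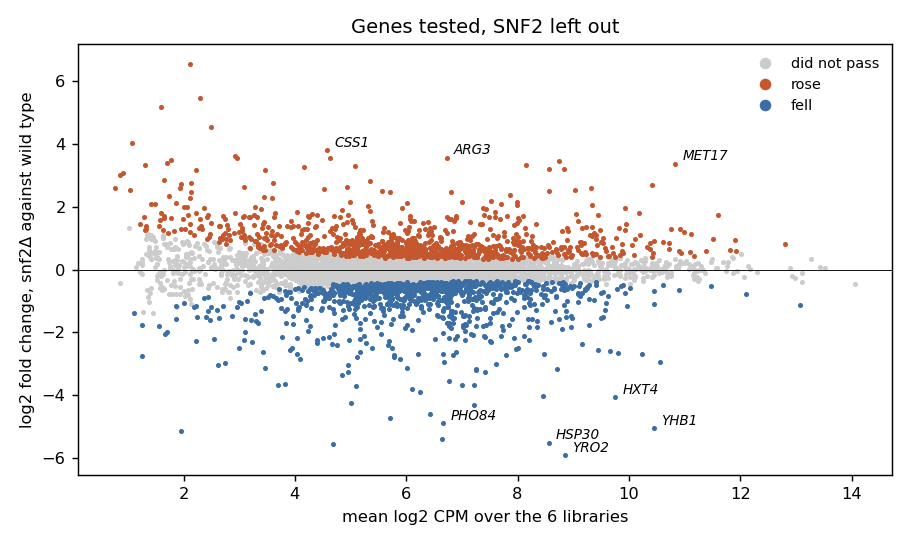
Change in snf2Δ against mean level for the 5641 genes tested, 8 of them named. The x axis is the mean log2 CPM over the 6 libraries and the y axis is the log2 fold change of snf2Δ against wild type, with each point a gene, and 939 genes rose and 1003 fell.

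Genes of sulfate assimilation and methionine synthesis rose together. Of 18 members tested, 16 rose and 1 fell, and 16 rose and 2 fell when adjusted over the list alone. MET17 (YLR303W, chromosome XII, 732542 to 733876) went from 319.9 ± 51.0 to 3323 ± 739 CPM, MET6 (YER091C, chromosome V), the methionine synthase, from 366 ± 41.9 to 2368 ± 223 CPM, and MET2 (YNL277W, chromosome XIV), the homoserine acetyltransferase, from 16.05 ± 2.78 to 89.3 ± 14.3 CPM (SD, n = 3). The log2 fold change was 2.69 ± 0.16 for MET6 and 2.47 ± 0.18 for MET2 (SE). The enzymes that activate and reduce sulfate rose by less than MET17, MET6 and MET2, the largest rises of the list: MET3 had a log2 fold change of 1.66 ± 0.23, MET14 of 1.31 ± 0.17, MET16 of 1.33 ± 0.16, MET5 of 1.67 ± 0.20 and MET10 of 1.93 ± 0.22. The other members for methionine synthesis did not rise by more than MET10, with MET13 the highest of them (1.71 ± 0.15). No difference between the parts of the list was tested. The sulfate permease gene SUL2 rose by 1.87 ± 0.30, and its relative SUL1 fell by 1.32 ± 0.33 on the log2 scale. The summed level of the list was 2585 ± 356 CPM in wild type and 10172 ± 1547 CPM in snf2Δ, a ratio of 3.93. Against other genes the list stood higher (camera, adjusted p = 5.31e-09 with a preset correlation). That call was lost with the correlation between members estimated from the data (adjusted p = 0.611 with an estimated correlation), whereas the rotation test fry, which does not compare the list with other genes, gave an adjusted p of 0.00404. MET17 overlaps YLR302C, and whether reads were counted by strand is not stated, so reads of the 2 features may not be told apart. The study followed several of these genes, and the list was written from general knowledge before the data were examined.

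**Figure D2:**
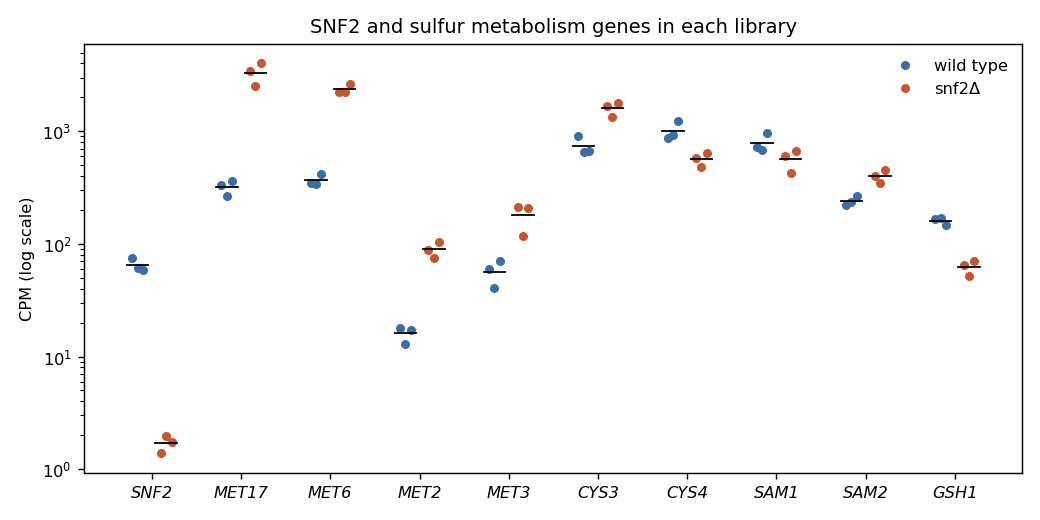
Levels of SNF2 and of 9 sulfur metabolism genes in each library. The y axis is CPM on a log scale, each point is a library, blue for wild type and orange for snf2Δ, and black bars are the means of 3 libraries. SNF2 averaged 64.8 CPM in wild type and 1.70 CPM in snf2Δ, whereas MET17 averaged 319.9 and 3323 CPM.

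Genes of cysteine, S-adenosylmethionine and glutathione metabolism moved both ways: of 15 tested, 5 rose and 5 fell, with the same numbers adjusted over the list alone. CYS3, which makes cysteine from cystathionine, rose (log2 fold change 1.10 ± 0.17), as did STR2 (1.04 ± 0.16) and SAM2 (0.73 ± 0.14). CYS4 (YGR155W, chromosome VII), the cystathionine β-synthase, fell by 0.84 ± 0.17, from 1013 ± 195 to 568 ± 78.2 CPM (SD, n = 3), GSH1, which makes γ-glutamylcysteine, fell by 1.36 ± 0.15, and IRC7, a cysteine desulfhydrase, fell by 2.24 ± 0.15 on the log2 scale. SAM1 (YLR180W, chromosome XII), an S-adenosylmethionine synthetase, was close to the threshold: it fell by 0.50 ± 0.18 with an adjusted p of 0.0440 (edgeR, Benjamini-Hochberg), from 795 ± 154 to 563 ± 125 CPM. Its call was lost when any 1 of wild-type replicates 1 and 3 or snf2Δ replicates 1 and 2 was left out, and with DESeq2 size factors or upper quartile scaling in place of TMM. Over all alternatives the log2 fold change of SAM1 was −0.69 to −0.33 and the highest adjusted p was 0.226. SAH1 (log2 fold change 0.16) and GSH2 (−0.17) did not pass. Camera found no shift of the list (adjusted p = 0.986), whose median was 0.16 and whose mean was −0.03.

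Of 13 genes of permeases and enzymes for the uptake and use of sulfur compounds, 6 rose and 2 fell (7 and 2 adjusted over the list alone). The list showed no shift (camera, adjusted p = 0.295). The S-methylmethionine permease MMP1 rose by a log2 fold change of 1.55 ± 0.16 and the methionine permease MUP1 by 0.74 ± 0.15, whereas the glutathione transporter OPT1 fell by 0.98 ± 0.18 and the amino acid permease BAP2 fell by 1.88 ± 0.15. Among 10 genes for Met4, the activator of the sulfur genes, its partners and the ubiquitin ligase that restrains it, 2 rose and 1 fell, also when adjusted over the list alone. MET28, a cofactor of Met4, rose from 11.7 ± 0.664 to 52.0 ± 0.833 CPM, MET30, the F-box subunit of the ligase, rose from 52.6 ± 0.661 to 114 ± 9.80 CPM (SD, n = 3), and CDC53 fell by 0.49 ± 0.13 on the log2 scale. MET4 itself had a log2 fold change of 0.22 ± 0.15 and did not pass, except with a GC and length correction (0.41), under which CDC53 no longer passed (−0.31). CBF1, CDC34 and HRT1 did not pass. Camera called no shift of this list (adjusted p = 0.377), whereas fry, which does not compare a list with other genes, passed it (adjusted p = 0.00312, up).

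Amino acid synthesis outside the sulfur pathway rose in 37 of 55 genes and fell in 5 (39 and 5 adjusted over the list alone). Genes of arginine synthesis were among those that rose: ARG3 (YJL088W, chromosome X) went from 16.5 ± 1.63 to 197 ± 32.1 CPM, ARG1 from 70.7 ± 11.02 to 788 ± 186 CPM, ARG56 from 73.8 ± 1.41 to 685 ± 118 CPM and ARG4 from 179.6 ± 5.38 to 1097 ± 127 CPM (SD, n = 3). SER3, the first enzyme of serine synthesis, rose from 89.4 ± 17.5 to 825 ± 146 CPM. It overlaps the noncoding gene YNCE0017W, so its value is uncertain. GCN4, the activator of amino acid synthesis genes, rose by 0.57 ± 0.16 and the aminotransferase gene BAT2 fell by 2.28 ± 0.16 on the log2 scale. The call of GCN4 was lost without wild-type replicate 1 (log2 fold change 0.55) or wild-type replicate 2 (0.49). The list stood higher than other genes (camera, adjusted p = 3.43e-11 with a preset correlation; adjusted p = 0.611 with an estimated correlation). Purine, one-carbon and thiamine synthesis had 16 rises and 2 falls among 38 genes (18 and 3 adjusted over the list alone), with camera adjusted p = 7.56e-04. With an estimated correlation the adjusted p was 0.611. SHM2, a serine hydroxymethyltransferase, rose by 1.34 ± 0.14 and SNZ1, of vitamin B6 synthesis, by 1.67 ± 0.15. The thiamine genes THI5 and THI12 rose from 1.11 ± 0.442 to 14.03 ± 1.32 CPM and from 2.19 ± 0.938 to 19.99 ± 3.59 CPM, but they are 99.3% identical and belong to a family of 4 near-identical genes whose reads the counting could split.

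**Figure D3:**
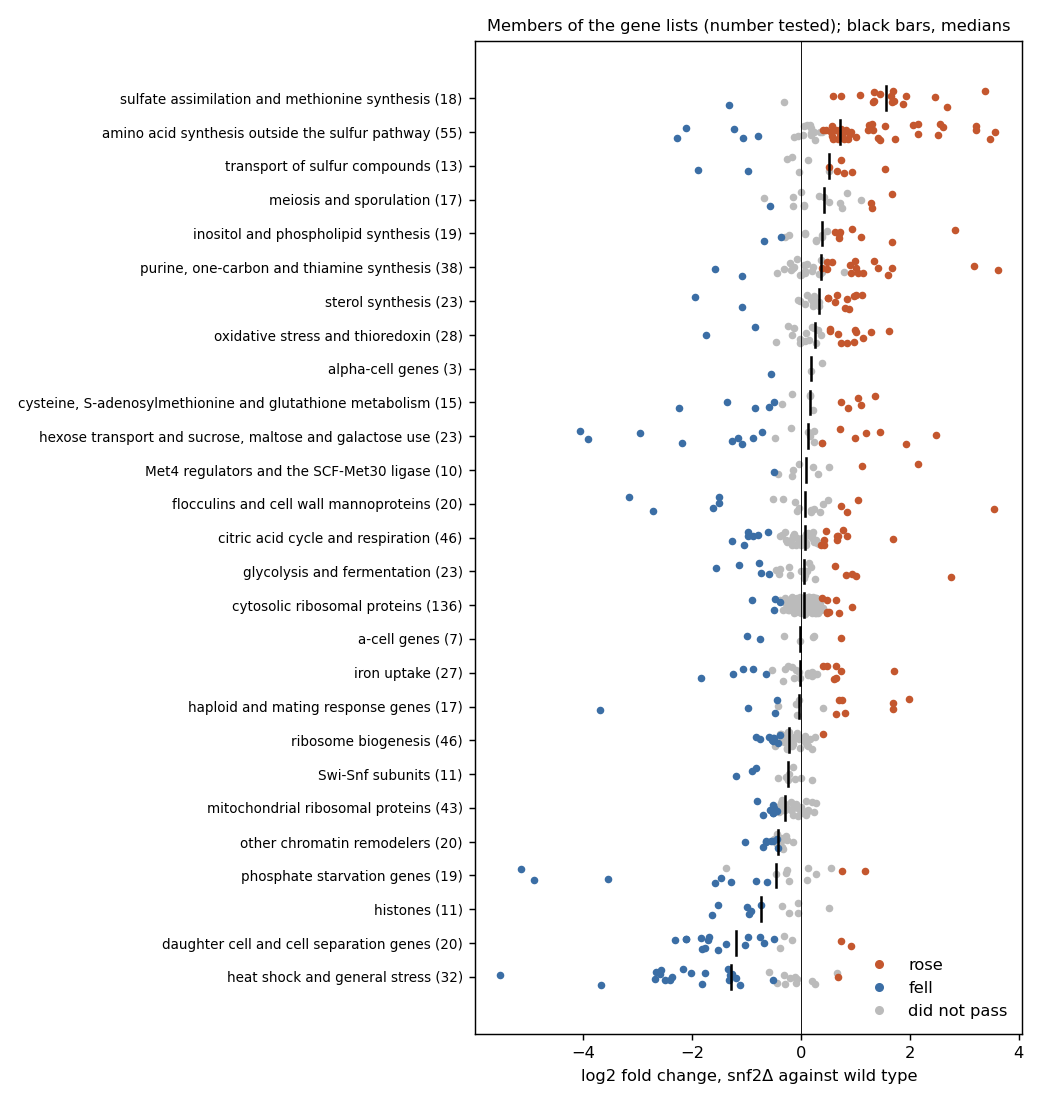
Log2 fold change of snf2Δ against wild type for the members tested of the 27 gene lists. Each point is a gene, orange where it rose, blue where it fell and grey where it did not pass, and black bars are list medians. The medians were 1.56 for sulfate assimilation and methionine synthesis, at the top, and −1.29 for heat shock and general stress, at the bottom.

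Heat shock and general stress genes fell in 20 of 32 cases and rose in 1 (22 and 1 adjusted over the list alone). HSP30 (YCR021C, chromosome III, 156109 to 157107) went from 738 ± 47.9 to 16.01 ± 3.72 CPM, the glycogen synthase GSY1 from 236 ± 45.6 to 18.2 ± 4.51 CPM, the trehalose synthase subunits TSL1 from 610.4 ± 67.8 to 95.7 ± 16.2 CPM and TPS2 from 950.0 ± 55.8 to 184 ± 25.5 CPM, and the disaggregase HSP104 from 1379 ± 393 to 229 ± 4.72 CPM (SD, n = 3). Camera placed the list below other genes (adjusted p = 5.16e-09 with a preset correlation; adjusted p = 0.611 with an estimated correlation). Its median in wild-type replicate 3 was 0.26 log2 units below that in the other wild-type libraries. Of 19 genes listed under phosphate starvation 8 fell and 2 rose (9 and 3 adjusted over the list alone). The phosphate transporter PHO84 (YML123C, chromosome XIII, 24037 to 25800) went from 194 ± 37.0 to 6.51 ± 0.875 CPM, the phosphatase PHM8 from 198 ± 11.9 to 16.8 ± 1.56 CPM and the acid phosphatase PHO3 from 434 ± 104 to 145 ± 47.5 CPM. PHO3 is also a member of the purine, one-carbon and thiamine list, so its fall counts in both lists. PHO84 overlaps the noncoding gene YNCM0001W. Another phosphate transporter gene, PHO89, rose (log2 fold change 1.17 ± 0.22). The list stood lower (camera, adjusted p = 0.0145). With an estimated correlation the adjusted p was 0.611, and with genes under 10 CPM left out the call was lost (adjusted p = 0.0963, in a range from 0.00933 over all alternatives).

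Hexose transport and sugar use genes moved both ways, with 9 falls and 7 rises among 23 (10 and 7 adjusted over the list alone) and a negative mean beside a positive median (−0.37 and 0.13). Their summed level went from 6785 ± 414 CPM in wild type to 1815 ± 280 CPM in snf2Δ (SD, n = 3), a ratio of 0.267. HXT4 went from 1627 ± 126 to 97.1 ± 21.8 CPM, HXT3 from 2673 ± 229.8 to 346 ± 6.78 CPM and HXT7 from 141 ± 11.8 to 9.25 ± 5.17 CPM (SD, n = 3). HXT7 and HXT6 are 99.8% identical, so their separate counts are uncertain. HXT1 also fell (log2 fold change −0.87 ± 0.23), a call lost without snf2Δ replicate 3 (−0.81), and the change was −0.45 without wild-type replicate 3 and −1.10 without wild-type replicate 1. HXT5 and HXT9 rose by 1.94 ± 0.27 and 2.48 ± 0.41, though HXT9 has a copy of 97.2% identity, so its separate count is uncertain as well. The level of HXT5 was low in both genotypes, 4.34 ± 0.970 CPM in wild type and 16.4 ± 3.32 CPM in snf2Δ. Camera found no shift of the list (adjusted p = 0.656), but with genes under 10 CPM left out it had 4 rises and stood lower (adjusted p = 0.0218, in a range up to 0.926 over all alternatives; adjusted p = 0.621 with an estimated correlation). Glycolysis and fermentation genes had 5 rises and 5 falls among 23, also adjusted over the list alone, and 9 falls with the replicate block and a GC and length correction together. PGK1 rose by 0.83 ± 0.19, whereas the enolase ENO2 fell by 1.14 ± 0.19 and the hexokinase HXK1 fell by 1.56 ± 0.21. The glucose-repressed alcohol dehydrogenase ADH2 rose from 3.17 ± 1.41 to 21.2 ± 8.06 CPM. Citric acid cycle and respiration genes had 10 rises and 7 falls among 46 (11 and 8 adjusted over the list alone). The balance was reversed without wild-type replicate 1 or 2 (6 rises and 7 falls), without snf2Δ replicate 2 (6 and 8) and with a GC and length correction (6 and 9, or 6 and 10 with the block added). There were falls of 1.05 ± 0.13 in CYT1, 0.98 ± 0.14 in MDH1 and 0.97 ± 0.15 in CIT1. Neither list showed a shift (camera, adjusted p = 0.986 and 0.911), and the glycolysis list had a positive median (0.06) where camera's direction was down.

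In inositol and phospholipid synthesis 8 of 19 genes rose and 2 fell (10 and 2 adjusted over the list alone), with INO1, the inositol-phosphate synthase, at 9.92 ± 3.56 CPM in wild type and 72.0 ± 36.6 CPM in snf2Δ (SD, n = 3) and OPI3 rising by 1.68 ± 0.24. In sterol synthesis 10 of 23 rose and 2 fell, also adjusted over the list alone. The number that rose was 16 without wild-type replicate 3, and 7 without wild-type replicate 1 or 2 or snf2Δ replicate 2 or 3. The median log2 fold change of the sterol list was 0.32. In wild-type replicate 3 the sterol list lay 0.32 log2 units above the other wild-type libraries. MVD1 rose by 1.12 ± 0.14 and ERG28, a scaffold of the sterol enzymes, fell by 1.94 ± 0.15. Both lists stood higher by camera (adjusted p = 0.0166 and 0.0110), and neither did with an estimated correlation (adjusted p = 0.629 and 0.745). Oxidative stress and thioredoxin genes had 11 rises and 2 falls among 28 (12 and 2 adjusted over the list alone). The peroxiredoxin TSA1 went from 998 ± 68.3 to 2445 ± 223 CPM and the methionine sulfoxide reductase MXR1 rose by 1.62 ± 0.14, whereas the peroxidase GPX2 fell by 1.74 ± 0.22. Camera gave an adjusted p of 0.0146 for this list. With an estimated correlation the adjusted p was 0.699, and the call was also lost without snf2Δ replicate 2 (adjusted p = 0.0520) and with a GC and length correction (adjusted p = 0.121), with 0.00525 the lowest value over all alternatives. Iron uptake genes had 7 rises and 5 falls among 27 (7 and 6 adjusted over the list alone) with no shift (camera, adjusted p = 0.986, direction up, beside a median of −0.02). Fewer rose than fell without wild-type replicate 1 (4 and 5), wild-type replicate 2 (3 and 6) or snf2Δ replicate 2 (2 and 6). Among them the ferroxidase FET3 fell by 1.83 ± 0.21, and ISU1, a scaffold for iron-sulfur cluster assembly, rose by 1.71 ± 0.21.

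The study lists HHY221 and its snf2Δ derivative as MATa, the mating type of a cells. The a-cell receptor gene STE2 had 676 CPM in wild type and 785 CPM in snf2Δ and did not pass, and the α-cell receptor gene STE3 had 1.95 ± 1.14 and 2.56 ± 0.165 CPM (SD, n = 3). The other α-cell genes tested lay higher in wild type and snf2Δ: SAG1, which did not pass, had 42.4 and 48.3 CPM and AFB1 49.6 and 34.0 CPM. The a-cell gene AGA2 had 49.3 and 49.2 CPM. The α-factor genes of the list were removed by the filter and not tested. Of 7 a-cell genes, MFA1 and MFA2 fell and ASG7 rose, and of 3 α-cell genes AFB1 fell, in both cases also adjusted over the list alone and with no shift of the list (camera, adjusted p = 0.986 for each). Without wild-type replicate 3 the a-cell list had 3 rises and 2 falls, and the log2 fold change was −0.62 for MFA1 and −0.35 for MFA2, against −0.99 and −0.76 with all libraries. MFA1 kept its call in all alternatives. MFA2 lost its call without snf2Δ replicate 1 (log2 fold change −0.71) or 3 (−0.69), ASG7 without wild-type replicate 1 (0.67) or 2 (0.73) or snf2Δ replicate 2 (0.56), and AFB1 without wild-type replicate 1 (−0.52) or snf2Δ replicate 3 (−0.43), while STE2 passed without wild-type replicate 3 (0.47). The a-cell list was 0.67 log2 units higher in wild-type replicate 3 than in the other wild-type libraries. Of 17 haploid and mating response genes 7 rose and 4 fell, also adjusted over the list alone, with the cell fusion genes FUS1 and PRM1 rising by 1.68 ± 0.24 and 1.98 ± 0.28 and the mating-type endonuclease gene HO going from 22.3 ± 2.91 to 1.73 ± 1.18 CPM. The mating list had a median of −0.03 and a mean of 0.14, with no shift (camera, adjusted p = 0.370). Meiosis and sporulation genes had 3 rises and 1 fall among 17, also adjusted over the list alone, with HOP1 rising by 1.67 ± 0.25 and DIT1 by 1.28 ± 0.21. Their camera call (adjusted p = 0.0464) was lost with an estimated correlation (adjusted p = 0.699), without wild-type replicate 3 (adjusted p = 0.157) and without snf2Δ replicate 1 (adjusted p = 0.1199), in a range of 0.0131 to 0.569 over all alternatives.

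Daughter cell and cell separation genes fell in 15 of 20 cases and rose in 2 (17 and 2 adjusted over the list alone). ASH1, the daughter-specific repressor, went from 227 ± 2.24 to 78.6 ± 1.75 CPM, the glucanase DSE4 from 303.2 ± 72.4 to 61.0 ± 19.1 CPM, DSE1 from 273 ± 69.8 to 63.6 ± 15.6 CPM and the cyclin PCL9 from 68.0 ± 8.84 to 19.4 ± 2.74 CPM (SD, n = 3). The list stood lower by camera (adjusted p = 2.55e-06; adjusted p = 0.611 with an estimated correlation). In wild-type replicate 3 its median was 0.46 log2 units above that in the other wild-type libraries. Flocculins and cell wall mannoproteins had 4 rises and 5 falls among 20 (5 and 5 adjusted over the list alone). TIP1 fell by 2.72 ± 0.20, YGP1 fell by 3.15 ± 0.17 and CWP1 fell by 1.51 ± 0.15 on the log2 scale. The list had a positive median (0.08) and a negative mean (−0.18), with no shift (camera, adjusted p = 0.801).

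Among 11 subunits of Swi-Snf other than SNF2, 3 fell and none rose (4 and 0 adjusted over the list alone). SWI1 fell from 47.0 ± 2.52 to 20.8 ± 6.86 CPM, SNF11 from 69.3 ± 4.44 to 37.1 ± 5.38 CPM and ARP9 from 121 ± 1.72 to 68.3 ± 7.502 CPM (SD, n = 3). The list lay at the threshold (camera, adjusted p = 0.0504) and passed it without wild-type replicate 3 (adjusted p = 0.0188) or snf2Δ replicate 1 (adjusted p = 0.0281), with a range of 0.0188 to 0.113 over all alternatives. With an estimated correlation the adjusted p without those libraries was 0.728 and 0.639. Of 20 subunits of other chromatin remodelers 8 fell and none rose (11 and 0 adjusted over the list alone), with SWR1 falling by 1.03 ± 0.18, RSC3 by 0.69 ± 0.17 and RSC4 by 0.65 ± 0.17 on the log2 scale. The number that fell was 16 without wild-type replicate 3, in which the list lay 0.35 log2 units below the other wild-type libraries. It was 4 without wild-type replicate 1, 5 without wild-type replicate 2, and 4, 3 and 5 without snf2Δ replicates 1, 2 and 3, and it was 4 with a GC and length correction. With total counts only it was 5, as with upper quartile scaling. That list stood lower (camera, adjusted p = 0.00101; adjusted p = 0.699 with an estimated correlation), and long genes as a class lay lower too: the median log2 fold change was 0.13 in the 551 shortest genes and −0.13 in the 551 longest. Of 11 histone genes 6 fell and none rose (7 and 1 adjusted over the list alone). HTB2 went from 493 ± 111 to 158 ± 20.6 CPM and HHF1 from 747 ± 67.5 to 258 ± 42.9 CPM, though HHF1 and HHF2 are 97.4% identical. The histone list stood lower (camera, adjusted p = 0.00485; adjusted p = 0.629 with an estimated correlation).

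Ribosome biogenesis genes had 9 falls and 1 rise among 46 (8 and 1 adjusted over the list alone), with NOP7 falling by 0.82 ± 0.13 (camera, adjusted p = 0.0353; adjusted p = 0.745 with an estimated correlation). The call was lost without wild-type replicate 3 (adjusted p = 0.125, with 14 falls and 4 rises), without snf2Δ replicate 2 (adjusted p = 0.240, with 4 falls) and with a GC and length correction (adjusted p = 0.276), with 0.00933 the lowest value over all alternatives. Of 136 cytosolic ribosomal protein genes 8 rose and 4 fell (1 and 1 adjusted over the list alone), with RPL9B rising by 0.94 ± 0.17 and RPS9A falling by 0.90 ± 0.14 on the log2 scale. These counts rested on single libraries: 32 rose and 4 fell without wild-type replicate 3, 4 rose and 4 fell without wild-type replicate 1, 4 rose and 3 fell without wild-type replicate 2, 2 rose and 1 fell without snf2Δ replicate 2, and 7 rose and 1 fell without snf2Δ replicate 3. With a GC and length correction 6 rose and 7 fell, and 9 and 10 with the block added. That list did not shift (camera, adjusted p = 0.187) but stood higher without wild-type replicate 3 (adjusted p = 9.18e-04, in a range up to 0.925 over all alternatives; adjusted p = 0.741 with an estimated correlation), the library in which its median was 0.34 log2 units above that in the other wild-type libraries. Mitochondrial ribosomal protein genes had 8 falls and 0 rises among 43 (4 and 0 adjusted over the list alone), with MRPL33 falling by 0.81 ± 0.16 on the log2 scale. Over all genes tested 17.8% fell. The number that fell was 15 without wild-type replicate 3, 5 without wild-type replicate 1, 4 without snf2Δ replicate 2 and 3 without snf2Δ replicate 3, and it was 18 with a GC and length correction. With total counts only it was 4, as with upper quartile scaling. Camera gave an adjusted p of 0.0166 for them. With an estimated correlation the adjusted p was 0.830, and without snf2Δ replicate 3 it was 0.157 with the preset correlation, in a range from 2.33e-05 over all alternatives. Of the 27 lists 14 passed camera with the preset correlation and 0 with an estimated one. Fry did not pass all of those 14. It gave adjusted p = 0.0538 for other chromatin remodelers, 0.0828 for meiosis, 0.113 for ribosome biogenesis, 0.129 for sterols and 0.176 for mitochondrial ribosomal proteins. The rest of the 14 passed fry. Fry also passed the Met4 list (adjusted p = 0.00312, up) and the hexose list (0.0235, down), which camera had not called.

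Outside the lists, the genes with the largest changes belonged to several pathways. Of the 12 largest rises, CSS1 (YIL169C, chromosome IX) went from 3.25 ± 0.599 to 45.1 ± 2.31 CPM, the carbonic anhydrase gene NCE103 from 51.1 ± 6.71 to 520.0 ± 190.4 CPM and BNA2, the first enzyme of NAD synthesis from tryptophan, from 6.31 ± 2.61 to 61.5 ± 4.17 CPM (SD, n = 3). BNA2 overlaps YJR079W. The hypoxic gene ANB1 had a log2 fold change of 3.27 ± 0.74, which was 1.62 without snf2Δ replicate 1. Of the 12 largest falls, YRO2 (YBR054W, chromosome II, 343101 to 344135), a relative of HSP30, went from 901 ± 81.4 CPM to a level 60.2-fold lower, and YHB1 (YGR234W, chromosome VII, 959904 to 961103) from 2708 ± 387 to 81.2 ± 2.65 CPM. The drug transporter QDR2 went from 98.5 ± 45.3 to 3.69 ± 0.936 CPM, ISF1 from 163 ± 5.75 to 6.56 ± 2.29 CPM, RGI1 from 281 ± 75.7 to 13.8 ± 9.45 CPM and the transcription factor gene RPI1 from 58.8 ± 5.30 to 3.05 ± 1.16 CPM. HMS1 went from 48.5 ± 13.6 to 0.999 ± 0.735 CPM, near the floor, YER053C-A from 192 ± 57.8 to 4.53 ± 0.765 CPM and INA1 from 657 ± 175 to 40.09 ± 13.8 CPM.

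By position, genes near chromosome ends rose more often than others. Of 268 genes tested within 30 kb of a chromosome end 75 (28.0%) rose, against 843 of 5234 others (16.1%), a difference of 11.9 percentage points (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). The share that fell was 15.3% near the ends and 18.1% elsewhere (permutation p = 0.254), and genes are not independent replicates. Next to SNF2 on chromosome XV, YPK9 fell by 0.50 ± 0.15 on the log2 scale, a call lost without snf2Δ replicate 1 (log2 fold change −0.48) or 2 (−0.40) and with a GC and length correction (−0.34), whereas MPD1 (log2 fold change −0.17) and the uncharacterised YOR289W (0.34) and YOR292C (−0.25) did not pass. No chromosome was shifted as a whole by the amount a gained or lost copy would give: the median log2 fold change was farthest from that of all genes on chromosome III, by 0.098, and by 0.161 without wild-type replicate 3.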

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

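All alternatives were planned before the data were examined. Most of the 18 alternatives changed a single choice. The DESeq2 Wald test also brought its own scaling and filter (6078 genes tested), and another joined the replicate block to the GC and length correction. In no alternative did a gene that had passed pass in the other direction. The number of genes that passed was 1777 to 2180 over the alternatives that kept all 6 libraries, and 1415 (without snf2Δ replicate 2) to 2495 (without wild-type replicate 3) with a library left out. With a log2 fold change above 2, 93 genes rose with no filter and 35 with the stricter filter, which admit and remove genes of low counts. For 138 of the named genes and these alternatives, 2428 values kept their direction and side of the threshold, 26 lost the call, 7 gained it and 19 changed sign without passing.

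Those sign changes were in genes with a log2 fold change close to 0. TRP1 was 0.016 with DESeq2 size factors, 0.0027 with total counts, 0.086 with the upper quartile, 0.010 with the stricter filter, 0.016 with the DESeq2 Wald test, 0.0029 with the older fit, 0.0041 with the replicate block, 0.0025 with protein-coding genes only, and −0.13 to 0.10 with a library left out. With the GC and length correction CAN1 was 0.044 and LEU2 −0.030, and with the block added 0.035 and −0.032. With a library left out CAN1 was −0.29 to 0.021 and LEU2 was −0.12 to 0.15.

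With an estimated correlation no list passed camera in any alternative. List calls with the preset correlation changed as follows, as adjusted p. The Swi-Snf list passed with no filter (0.0386), the DESeq2 Wald test (0.0429), limma-voom (0.0488), the GC and length correction (0.0412) and that with the block (0.0388). With the stricter filter the phosphate list (0.0963), the meiosis list (0.569) and the ribosome biogenesis list (0.0571) lost their call and the hexose list gained it (0.0218). With the GC and length correction, alone and with the block, the oxidative stress list (0.121 and 0.115) and the ribosome biogenesis list (0.276 and 0.269) lost theirs. Meiosis also lost it with total counts (0.0681), the upper quartile (0.0761), no filter (0.139) and the Wald test (0.242), and ribosome biogenesis with the upper quartile (0.0542).

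Some lists without a call changed direction, in alternatives in which they did not pass either. These were glycolysis with the stricter filter (0.919), respiration and ribosomal proteins with the GC and length correction (0.691 and 0.873) and that with the block (0.659 and 0.925), iron uptake with no filter (0.980), the Wald test (0.991) and the block (0.992), α-cell genes with the Wald test (0.991), and flocculins with no filter (0.996). Ribosomal proteins passed in a single alternative, without wild-type replicate 3.

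With a library left out, the adjusted p ranged from 0.0188 to 0.113 for Swi-Snf, 0.00525 to 0.0520 for oxidative stress, 0.0131 to 0.157 for meiosis, 0.00933 to 0.240 for ribosome biogenesis, 9.18e-04 to 0.731 for ribosomal proteins and 0.00124 to 0.157 for mitochondrial ribosomal proteins. It ranged from 0.768 to 0.938 for cysteine metabolism, 0.731 to 0.972 for glycolysis, 0.450 to 0.785 for respiration, 0.754 to 0.926 for iron uptake, 0.627 to 0.979 for a-cell genes, 0.731 to 0.982 for α-cell genes and 0.511 to 0.982 for flocculins. The median of chromosome III, less that of all genes, was 0.075 (without snf2Δ replicate 3) to 0.161 (without wild-type replicate 3). Genes near chromosome ends rose more often with windows of 15 and 50 kb as well (permutation p = 3.4e-04 and 1e-05) and with the stricter filter (p = 1.1e-04). The stricter filter left too few α-cell genes for a value. Except where a change follows from the genes or libraries left out, the cause was not tested. Over genes, after removal of group means, libraries of the same number had r = 0.155, −0.040 and 0.126, and those of different numbers 0.132, −0.198, −0.075, 0.078, −0.085 and −0.096. The highest value was between the libraries numbered 1, but wild-type replicate 2 and snf2Δ replicate 2 were each closer to a library of another number, and not every value for the same number was above 0.1, so the numbers were not taken as pairs. With the replicate number as a block 2058 genes passed.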

Other observations

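The gene lists of this part and the tests of the arginine genes, of counts near the floor, of the level and number of genes given for wild-type replicate 3 and of a shift shared by all genes were chosen after the values were seen; the other tests were written before their results were seen.

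Genes for gluconeogenesis and the use of carbon sources other than glucose rose in snf2Δ. Of 37 tested, 25 rose and 1, GUT1, fell over all genes tested (log2 fold change −0.54 ± 0.17, a call lost without wild-type replicate 1 (−0.47) or 2 (−0.44), without snf2Δ replicate 1 (−0.47) or 2 (−0.55), and with total counts only), and 26 rose and 1 fell when adjusted over the list alone. With the stricter filter of 10 CPM, 14 rose and the median log2 fold change was 0.70, against 1.01. MDH2, a malate dehydrogenase, went from 68.5 ± 7.01 to 266 ± 25.4 CPM, the lactate permease JEN1 from 15.6 ± 4.80 to 64.1 ± 14.3 CPM, and ADR1, an activator of glucose-repressed genes, from 24.0 ± 0.338 to 105 ± 20.4 CPM (SD, n = 3). PCK1 had a log2 fold change of 1.89 ± 0.37, which was 1.15 without snf2Δ replicate 1. Camera placed the list above other genes (adjusted p = 1.34e-09, over the 3 lists of this part). With an estimated correlation the adjusted p was 0.110. Of the members, 13 were among the 75 largest rises. The 3 lists of this part were chosen after these values were seen, so their camera p-values describe the lists and are not tests of them.

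Of 10 genes of pyrimidine synthesis and its activator, 4 rose and 6 did not pass, also adjusted over the list alone. The number that rose was 7 without wild-type replicate 3, 6 with upper quartile scaling and 5 with a GC and length correction. URA1 went from 248 ± 59.4 to 1040.1 ± 55.8 CPM and URA2 from 519.0 ± 68.9 to 1798 ± 257 CPM (SD, n = 3), and URA3 and URA4 also rose (camera, adjusted p = 5.06e-04; adjusted p = 0.110 with an estimated correlation). All 10 genes of arginine synthesis tested rose, also adjusted over the list alone, with a median log2 fold change of 2.54 (camera, adjusted p = 2.20e-12; adjusted p = 0.0853 with an estimated correlation).

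The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. With SNF2 removed beforehand the real split gave 1941 genes and the highest other split 0, and with a log2 fold change above 2 in size it gave 159 and the highest other 0, so in each case 1 split, the real one, gave a result as large. For gene lists by camera with the preset correlation, 2 splits gave 14 lists: the real one and that of wild-type replicates 1 and 2 with snf2Δ replicate 1 against the others, which gave 0 genes. Every split but the real one mixes the genotypes, so the genotype difference widens the spread within its groups and works against gene calls. Each also keeps part of the genotype contrast between its groups. The splits therefore do not show what would arise without a genotype difference, and decide nothing.

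The fall of the other chromatin remodelers was set against the trend of log2 fold change with gene length, since these genes are long (median length 2664 bases, against 1259 for all genes). With the GC and length correction the median of the list was −0.29, and without it −0.43, and 4 genes fell in place of 8 (camera, adjusted p = 0.00498 with the correction; adjusted p = 0.664 with an estimated correlation). Of 10000 random lists matched on length and mean CPM, which treat genes as independent, 0.71% had a median as low, and their middle median was −0.19. The median stayed below 0 with the correction, while part of the fall went with it. The matched lists draw genes independently, whereas the estimated correlation within this list was 0.50. Without a difference of genotype, the list lay 0.35 log2 units lower in wild-type replicate 3 than in the other wild-type libraries. A shift of that size is already beyond the lowest 5% of matched medians (−0.34). Whether length is the whole cause was therefore not decided. A biological effect of the genotype stays open as a hypothesis.

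The fall of stress genes and the rise of gluconeogenesis genes could come from wild-type replicate 3 or, for the latter, from counts near the floor. The planned test, the stress list without that library (adjusted p = 8.09e-09 by camera; adjusted p = 0.224 with an estimated correlation), decided nothing, since in that library the list lay toward snf2Δ (log2 difference from the other wild-type libraries −0.26). A library placed there cannot make the fall, and without it 24 of 37 gluconeogenesis genes rose, with a median log2 fold change of 1.01. Leaving out the 75 largest rises and genes under a mean of 10 CPM, 9 of 19 gluconeogenesis genes (47.4%) rose, against 15.4% of 5157 genes (exact hypergeometric test, one-sided, p = 9.8e-04, which treats genes as independent). The list was chosen after the values were seen, so this p describes the list and is not a test of it. The limit of 10 CPM was set on the mean over both genotypes, so a high level in snf2Δ could bring a gene over it. The values for wild-type replicate 3 argue against that library as the whole cause. Those for low counts show only that some of the rises were in genes with a mean of at least 10 CPM. The stage at harvest stays open, since the labels give a single range of cell density for all cultures, and so does an effect of the genotype.

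The rise of amino acid synthesis genes could rest on the arginine genes or on the composition of the libraries. Without the 8 arginine genes of that list, 29 of 47 rose and 5 fell, with an adjusted camera p of 5.61e-07 (adjusted p = 0.629 with an estimated correlation). With total counts as the only scaling the median of the whole list was 0.71, which decided nothing, since that scaling keeps such a bias and hardly moved the median of all genes (−0.03 against −0.02). A bias of composition shifts all genes alike, and the list lay 0.74 above the median of all genes, so these values argue against both as the whole cause. An effect of the genotype, or of growth, was not tested further.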
